A study of Drosophila melanogaster with 36 samples. Its data were reported in "Combined Gene Expression and RNAi Screening to Identify Alkylation Damage Survival Pathways from Fly to Human" (2016).

How the data were processed

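Gene expression was measured in Kc167 cells, an embryonic Drosophila melanogaster line with features of hemocytes (fly blood cells), by hybridising labelled RNA to Affymetrix Drosophila Genome 2.0 arrays. Cultures received fresh medium, either alone or with methyl methanesulfonate (MMS), a methylating agent, at 40 µg/mL. Per the labels, there were 36 arrays in 9 groups of 4. Control cultures were harvested at 0, 1, 8, 24 and 72 h and MMS-treated cultures at 1, 8, 24 and 72 h. Each group, time and replicate number was read from the submitters' labels.

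The authors deposited 1 log2 value per probe set and array, and per the submitters' processing notes the values were made with RMA (background correction, quantile normalization between arrays and a summary of the probes of each probe set). The RMA version is not given in the sources used here. The table held 18952 probe sets with log2 values from 2.67 to 14.74. Array medians lay between 4.47 and 4.66, and 0 columns were left without a sample. Quantile normalization gives all arrays nearly the same distribution of values, so a change of total RNA per cell cannot be seen in these data and each change is relative to the other genes. Arrays carry no sequencing depth, and the number of arrays limits the precision.

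Probe sets were named through the platform's annotation, and symbols were looked up by gene identifier in a gene table of the Release 6 plus ISO1 MT assembly, which was used for names only. Of the probe sets, 13646 carried 1 gene, 402 carried several and 4721 were not listed with a gene, and 183 were Affymetrix controls. Identifiers of 103 probe sets were not in the gene table and kept the annotation's symbol, and 0 symbols changed in the lookup. Probe sets with several genes or none stayed out of gene counts. For the 1094 genes with more than 1 probe set, the probe set with the highest mean over all arrays was taken, which left 11981 genes, and all of them were tested.

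Differential expression was tested with limma 3.58.1 in R 4.3.3. A mean was fitted for each of the 9 groups over all 36 arrays (27 residual degrees of freedom, 5.37 prior degrees of freedom), without covariates. The study's methods name a permutation analysis run by the array service, which was not used here, and the moderated two-sided test of limma took its place. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. A gene was counted as changed at an adjusted p under 0.05 and a change of at least 2-fold (1 on the log2 scale), and the count at the adjusted p alone was kept beside it. MMS was compared with control at each time, the MMS effect at 24 h with that at 8 h and the effect at 72 h with that at 24 h (interaction contrasts), and each later control group with control at 0 h. Genes changed at 8, 24 or 72 h were also pooled, since the study summarised its fly arrays in that way.

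The comparisons, thresholds, rule for named genes, gene lists and alternatives were fixed before the data were examined, except where said otherwise. The 26 gene lists covered glutathione S-transferases (36 measured members), glutathione synthesis and thiol antioxidants (19), UDP-glycosyltransferases (35), cytochrome P450 genes (80), inducible heat-shock proteins (7), endoplasmic reticulum stress and the unfolded protein response (26), p53 and the DNA-damage response (24), DNA repair (34), DNA replication (43), mitosis (28), cytosolic ribosomal proteins (41), proteasome (29), the integrated stress response and amino-acid targets (20), JNK and wound response (14), autophagy and lysosome (28), antimicrobial peptides and immune effectors (16), hemocyte markers (19), ecdysone response (17), glycolysis (13), fatty-acid oxidation and lipid storage (21), markers of neurons (9), muscle (9), germline (10) and of fat body and gut (10), genes named in the study's text on MMS (31), and reference genes (5). Members whose probe sets are listed with several genes, or that the annotation used here does not list, were not analysed here, which says nothing of whether the array measures them. This left 7 of 20 written heat-shock genes (the copies of Hsp70 share probe sets and are not among them) and 16 of 30 immune genes, so these lists stand for part of their families. Lists were tested with camera at a preset correlation between genes of 0.01, two-sided, and adjusted over 26 lists and 4 times (104 tests). An estimated correlation and the fry test were the alternatives. Many genes of the list from the study's text were named by the study for their change in these same samples, and others, such as cnc and maf-S, for their effect on survival when depleted.

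The genes named in the text follow a rule. In each comparison of MMS with control, these were the 8 largest increases and 8 largest decreases past both thresholds with all 4 MMS arrays beyond all 4 control arrays, up to 4 members of each list with the smallest adjusted p, and every member of the list from the study's text. In the other comparisons they were the 5 largest changes each way past both thresholds.

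RNA quality was followed by the difference between 3' and 5' control probe sets of 3 Drosophila transcripts (GAPDH, ACTIN and eIF-4a), with two-sided exact permutation tests of 4 against 4 arrays (70 arrangements, smallest possible p 0.0286). The control probe sets for 18S ribosomal RNA and for the BioB hybridisation spike were also read.

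Replicate numbers of the labels were checked for pairing. At 24 h the deviations of MMS and control arrays of the same number from their group means correlated across genes at 0.461, 0.356, 0.529 and 0.48. For 3 of 4 MMS arrays this was the highest correlation with a control array, but MMS replicate 2 reached 0.5 with another number. Array medians also set replicates 1 and 2 (control 4.59 and 4.53, MMS 4.54 and 4.55) below 3 and 4 (control 4.63 and 4.63, MMS 4.65 and 4.66). Arrays of the same number thus went together at that time. Pairs by number cannot be told apart from a shared difference of replicates 1 and 2 from 3 and 4. This comes from the data and not from a statement in the labels. The numbers did not pair the arrays of any other comparison. A fit with the replicate number as a block was an alternative.

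The fit was tested on simulated data built for MMS against control at 24 h with 11981 genes. Of 50 genes changed 1.5-fold, 37 were recovered at the adjusted p and 0 passed the fold minimum as well. Of 50 genes changed 2-fold, 49 were recovered and 23 passed both thresholds, and all 50 genes at 3-fold and all 50 at 4-fold passed both. Among the unchanged genes 9 passed the adjusted p and 0 passed both thresholds. The simulated values were drawn independently for each gene and array from a normal distribution with the gene's residual SD. Differences between arrays that many genes share, as seen at 24 h, were not simulated. These counts are therefore not error rates for the real arrays.

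The alternatives were leaving out dim genes (only genes above the 40th percentile of their array in at least 4 arrays were kept, 7863 genes), a further quantile normalization, centring each array on its median, the mean of all probe sets of a gene, every probe set in place of genes, array weights, an intensity trend in the prior variance, a test against a fold of 1.2, only the groups compared in the fit, the replicate block, and leaving out each array in turn. A fit without the 8 h arrays and a pooled count without the 8 h time were added after seeing the data. Figures were drawn with matplotlib 3.10.9.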

Results

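Expression of 11981 genes was measured in Kc167 cells in 9 groups of 4 arrays. Control cultures were harvested at 0, 1, 8, 24 and 72 h after the medium was replaced, and cultures given 40 µg/mL MMS at 1, 8, 24 and 72 h. MMS methylates DNA and other cellular nucleophiles, and the comparison at each time asks which transcripts changed against control cultures of the same age. Values are log2 changes ± SE of the fit with n = 4 arrays per group, and adjusted p-values come from limma. The labels and methods give 4 replicates per group without saying whether each came from a culture of its own, so the p-values measure the spread between these arrays, part of which may be technical. Correlations between arrays of 1 group lay between 0.9825 and 0.9984.

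At 1 h of MMS no gene passed the test. The limma test called 0 genes, with a smallest adjusted p of 0.336, and 684 genes (5.71%) had an unadjusted p under 0.05. GstE9, a glutathione S-transferase, was 0.41 ± 0.19 higher (adjusted p = 0.836), and members of the other detoxification lists did not pass either. With the preset correlation, camera called DNA repair (median change -0.11, adjusted p = 0.0032), DNA replication (-0.10, adjusted p = 0.00317) and the proteasome (-0.10, adjusted p = 0.000644) lower, and the markers of fat body and gut higher (median 0.06, adjusted p = 0.0361). With an estimated correlation the adjusted p was 0.296 for DNA repair, 0.541 for DNA replication, 0.378 for the proteasome and 0.296 for fat body and gut, so 0 lists were called. No member of these 4 lists passed on its own, adjusted over all genes or adjusted over the list alone.

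At 8 h of MMS the glutathione S-transferases GstD5 (4.66 ± 0.18, adjusted p = 4.43e-19) and GstD2 (3.30 ± 0.18, adjusted p = 7.03e-15), enzymes that conjugate electrophiles to glutathione, rose most. The small heat-shock chaperones Hsp26 (2.21 ± 0.14) and Hsp27 (1.48 ± 0.09) and the co-chaperone starvin (stv, 1.47 ± 0.20) rose as well. Gclc, the catalytic subunit of the rate-limiting enzyme of glutathione synthesis, rose by 1.43 ± 0.14, and the damage-response genes Gadd45 and eiger (egr, a tumour necrosis factor ligand) rose by 1.51 ± 0.12 and 1.15 ± 0.12. The largest decreases were those of CBP (-1.72 ± 0.16), Pepck1, an enzyme of gluconeogenesis (-1.55 ± 0.10), the methionine sulfoxide reductase MsrA (-1.53 ± 0.19) and aru (-1.41 ± 0.10). In all, 121 genes were higher and 37 lower at least 2-fold, and 1060 were higher and 1375 lower at the adjusted p alone.

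Among 36 glutathione S-transferases 21 rose and 1 fell at 8 h, and 14 did not pass. Adjusted over the list alone 21 rose and 3 fell. The list was called by camera (median 0.40, adjusted p = 5.1e-14), but its adjusted p was 0.08 with an estimated correlation. Among 35 UDP-glycosyltransferases, which attach sugars to lipophilic compounds, 10 rose, 0 fell and 25 did not pass, also adjusted over the list alone, and the list's median of 0.04 became -0.03 when each array was centred on its median (adjusted p of the list 0.000436, and 0.0238 with an estimated correlation). Ugt35C1 (1.72 ± 0.12) and Ugt37C2 (1.27 ± 0.13) were among the higher. Of 7 inducible heat-shock genes, those of 20 written in the list that could be read singly by name, 6 rose and 0 fell, also adjusted over the list alone (median 0.84, adjusted p = 6.29e-10). Of 20 genes of the integrated stress response and amino-acid supply 9 rose and 2 fell, and adjusted over the list alone 10 rose and 3 fell (adjusted p of the list 0.0012). They included the amino-acid transporter pathetic (path, 1.34 ± 0.15) and glutamine synthetase 2 (Gs2, 1.03 ± 0.11), while glutamine synthetase 1 (Gs1) fell by 1.16 ± 0.13. Of 14 genes of JNK and wound response 4 rose and 0 fell, also adjusted over the list alone (median 0.16, adjusted p = 0.0012), and Gadd45 and egr belong to this list as well as to the p53 list. Of 43 replication genes 23 fell and 0 rose (adjusted over the list alone 29 fell), with a median of -0.47. Its adjusted p was 2.07e-11 and became 0.118 with an estimated correlation. Mcm3 (-0.98 ± 0.16), a subunit of the replicative helicase, and the polymerase subunit PolD2 (-0.90 ± 0.13) were examples. Of 28 mitosis genes 16 fell and 1 rose (17 and 1 adjusted over the list alone, median -0.37, adjusted p = 5.37e-05 and 0.22 with an estimated correlation), among them tum (-1.02 ± 0.13).

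A further 5 lists were called at 8 h with the preset correlation and lost the call with an estimated one. Endoplasmic reticulum stress genes had a median of 0.24 with 11 members higher and 2 lower (12 and 4 adjusted over the list alone, adjusted p = 0.296 with an estimated correlation). The p53 and DNA-damage list had 7 higher and 2 lower of 24 (8 and 2 adjusted over the list alone, adjusted p = 0.153 with an estimated correlation). Cytochrome P450 genes had 16 higher and 3 lower of 80 (17 and 3 adjusted over the list alone), a median of 0.00 that became -0.07 after centring, and an adjusted p of 0.296 with an estimated correlation. Glycolysis had 4 lower and 0 higher of 13 (5 and 0 adjusted over the list alone, adjusted p = 0.176 with an estimated correlation), and Pepck1, which works in the opposite direction of glycolysis, had the smallest adjusted p. Fatty-acid oxidation and lipid storage had 6 lower and 0 higher of 21 (7 and 0 adjusted over the list alone, adjusted p = 0.124 with an estimated correlation), with the lipase brummer (bmm) at -0.77 ± 0.17. Of 31 genes named in the study's text 16 rose and 2 fell, also adjusted over the list alone (adjusted p = 1.11e-13, and 0.000463 with an estimated correlation), which is not independent evidence because the study named many of them for their change in these samples.

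The 8 arrays of 8 h stood apart from all others in both treatments. Their 18S ribosomal RNA probe set read 10.56 to 11.33 against 3.44 to 6.65 in the other 28 arrays, and the mean difference between 3' and 5' control probe sets was 1.42 to 1.67 against 0.50 to 0.72. Between MMS and control at 8 h that mean difference was 0.08 (two-sided exact permutation p = 0.143). Of the 158 genes called at 8 h, 146 had all 4 MMS arrays on 1 side of all 4 control arrays, and 24.48% of all genes were so separated where chance gives 2.86%. Without control 8 h replicate 1 the count of higher genes was 80. The share of higher genes was 76.58%, and with each array centred on its median 86 genes were higher and 58 lower. Centring took the median change of all genes at 8 h from -0.02 to -0.09, against which the centred list medians are to be read. For genes with several probe sets the brightest was taken, and the mean of all probe sets gave 1.81 in place of 2.26 for the translation factor eIF4B, 1.31 in place of 2.14 for Rnf11, 0.76 in place of 1.15 for egr and 0.47 in place of 1.04 for Traf4.

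**Figure D1:**
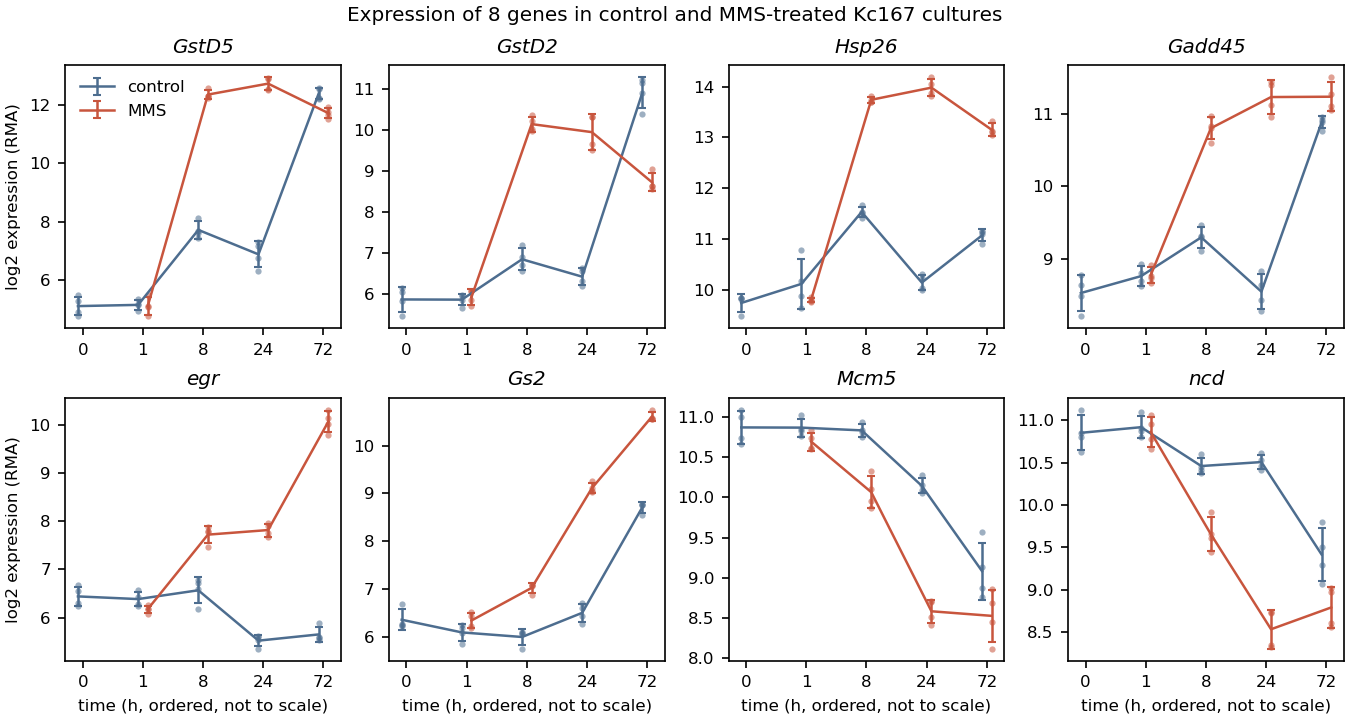
Expression of GstD5, GstD2, Hsp26, Gadd45, egr, Gs2, Mcm5 and ncd on the log2 scale (RMA values) against time in h, ordered but not to scale, in control and MMS-treated cultures. Points are the 4 arrays of a group, lines join group means and bars are ± SD. In control cultures GstD5 stood at 6.87 at 24 h and 12.41 at 72 h, close to the level of MMS-treated cultures.

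At 24 h of MMS GstD5 rose by 5.88 ± 0.18 (adjusted p = 3.15e-22), GstD4 by 3.46 ± 0.15, the UDP-glycosyltransferases Ugt302K1 and Ugt37C2 by 3.86 ± 0.13 and 3.02 ± 0.13, and the cytochrome P450 genes Cyp4p1, Cyp28d1 and Cyp9c1 by 3.48 ± 0.18, 2.73 ± 0.14 and 2.41 ± 0.09. Hsp26 rose by 3.84 ± 0.14, Gadd45 by 2.70 ± 0.12, Traf4 by 2.38 ± 0.14, egr by 2.30 ± 0.12 and p53 itself by 1.40 ± 0.11. Genes of the cell cycle fell, among them the kinesin ncd (-1.98 ± 0.14), tum (-1.67 ± 0.13), the helicase subunit Mcm5 (-1.56 ± 0.14), the primase subunit Prim2 (-1.50 ± 0.14) and the kinase Cdk2 (-1.34 ± 0.12). Other large decreases were those of CG14253 (-2.67 ± 0.12), CBP (-2.38 ± 0.16), aru (-2.34 ± 0.10) and argos (aos, an inhibitor of the EGF receptor, -1.99 ± 0.16). In all 287 genes were higher and 198 lower at least 2-fold, and 1221 were higher and 1200 lower at the adjusted p alone.

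Of 43 replication genes 34 fell at 24 h and 1 rose (36 and 1 adjusted over the list alone), 24 of them at least 2-fold. The median was -1.03 (adjusted p = 1.62e-22, and 0.0245 with an estimated correlation). Of 28 mitosis genes 24 fell and 1 rose (26 and 1 adjusted over the list alone, median -0.82, adjusted p = 2.35e-16, and 0.0159 with an estimated correlation). Of 24 genes of the p53 and DNA-damage list 13 rose and 3 fell (14 and 3 adjusted over the list alone, median 0.52, adjusted p = 4.82e-07). The 34 DNA repair genes split into 11 higher and 11 lower (12 and 11 adjusted over the list alone) and the list was not called (adjusted p = 0.904). The nucleotide excision gene Ercc1 (1.30 ± 0.13) and the alkyltransferase agt (1.18 ± 0.14), which removes alkyl groups from guanine, rose, and DNA ligase 1 (DNAlig1) fell by 0.74 ± 0.11.

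Among 36 glutathione S-transferases 23 rose and 1 fell at 24 h (23 and 2 adjusted over the list alone), 15 of them rising at least 2-fold. The median was 0.49, and the adjusted p of 1.2e-16 became 0.0515 with an estimated correlation. UDP-glycosyltransferases had 12 higher and 0 lower of 35, also adjusted over the list alone (adjusted p = 2.35e-07), cytochrome P450 genes 24 higher and 1 lower of 80 (25 and 1 adjusted over the list alone, adjusted p = 7.83e-06), heat-shock genes 5 higher and 0 lower of 7 (7 and 0 adjusted over the list alone, adjusted p = 5.49e-10), and the integrated stress response 12 higher and 2 lower of 20 (13 and 3 adjusted over the list alone, adjusted p = 2.45e-05), with Gs2 at 2.61 ± 0.11. These 4 lists held with an estimated correlation. Glutathione synthesis and thiol antioxidants had 6 higher and 2 lower of 19, also adjusted over the list alone (adjusted p = 0.00934, and 0.102 with an estimated correlation), with thioredoxin reductase (Trxr1, 0.99 ± 0.08), catalase (Cat, 0.86 ± 0.09) and Gclc (1.31 ± 0.14) among the higher. Of the genes named in the study's text 20 of 31 rose and 2 fell, also adjusted over the list alone (median 1.07, adjusted p = 4.98e-20), which is not independent evidence of the direction for the same reason. In that list the regulators cnc (-0.26 ± 0.19), Keap1 (0.06 ± 0.14), maf-S (0.00 ± 0.20) and Hsf (-0.16 ± 0.13) did not pass.

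Other lists called at 24 h lost the call with an estimated correlation. JNK and wound response had 3 higher and 1 lower of 14, also adjusted over the list alone (adjusted p = 0.102 with an estimated correlation), and its median of 0.05 became -0.01 after centring. Glycolysis had 7 higher and 1 lower of 13, also adjusted over the list alone (median 0.36, adjusted p = 0.0896 with an estimated correlation), with enolase (Eno) at 0.48 ± 0.07 and Pepck1 at -1.48 ± 0.10. Hemocyte markers had 8 lower and 2 higher of 19 (10 and 2 adjusted over the list alone, median -0.43, adjusted p = 0.296 with an estimated correlation), with the extracellular matrix genes papilin (Ppn, -1.64 ± 0.26) and the collagen vkg (-1.30 ± 0.23) falling and the ferritin Fer1HCH (0.65 ± 0.06) rising. Germline markers had 4 lower and 0 higher of 10, also adjusted over the list alone (adjusted p = 0.102 with an estimated correlation), with the piRNA pathway genes AGO3 (-1.86 ± 0.26) and tej (-1.34 ± 0.15) among them. Endoplasmic reticulum stress genes had 8 higher and 1 lower of 26 (8 and 2 adjusted over the list alone) and the list was not called (adjusted p = 0.164). Cytosolic ribosomal proteins had 0 of 41 members changed, also adjusted over the list alone, and the proteasome 1 of 29 lower (0 adjusted over the list alone).

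All 485 genes called at 24 h had MMS arrays on 1 side of all control arrays, and 24.17% of all genes were so separated against 2.86% by chance. With each array centred on its median, 255 genes were higher and 227 lower, and the median change of all genes went from -0.02 to -0.08. The mean of all probe sets gave 0.92 in place of 1.40 for p53 and 0.94 in place of 1.35 for GstE9.

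**Figure D2:**
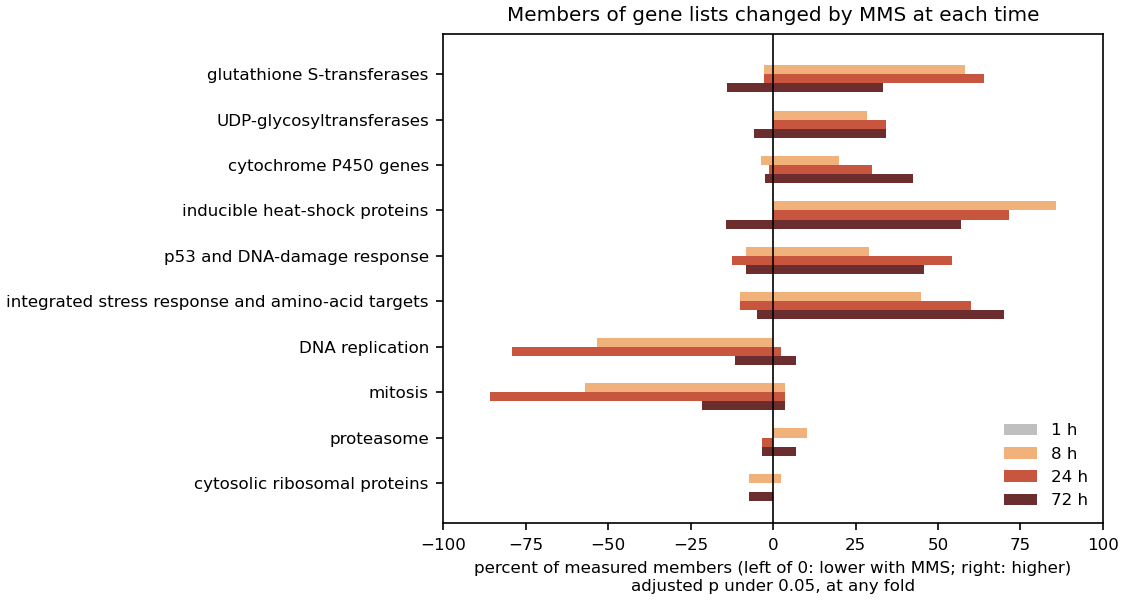
Share of measured members of 10 gene lists, in percent, that were lower (left of 0) or higher (right of 0) with MMS at 1, 8, 24 and 72 h at an adjusted p under 0.05 and any fold. No member passed at 1 h, and 34 of 43 replication genes were lower at 24 h against 5 at 72 h. Counts are from values as deposited, and centring each array turned the 72 h medians of glutathione S-transferases, UDP-glycosyltransferases, cytochrome P450, p53, mitosis and proteasome genes, the 24 h median of proteasome genes and the 8 h medians of UDP-glycosyltransferases, cytochrome P450, ribosomal and proteasome genes from positive to negative. At 1 h it did so for glutathione S-transferases, UDP-glycosyltransferases, cytochrome P450 and ribosomal genes. Centring moves all changes of a comparison by the same amount. The median of all genes then stood at -0.05, -0.09, -0.08 and -0.21 at 1, 8, 24 and 72 h. Each list median named here lay above that of all genes at its time.

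At 72 h of MMS the largest increase was that of egr (4.41 ± 0.12, adjusted p = 1.24e-23), followed by CG14642 (3.87 ± 0.13), CG9150 (3.69 ± 0.15), sprt (3.58 ± 0.16), CG3961 (3.53 ± 0.20), magu (3.52 ± 0.13), arginase (arg, 3.37 ± 0.13) and the monooxygenase Fmo-1 (3.30 ± 0.12). The antioxidant genes Sod3 (1.89 ± 0.12) and TrxT (1.69 ± 0.12) rose, as did Keap1 (1.30 ± 0.14), the inhibitor of the Nrf2 orthologue cnc, and the autophagy genes Atg18b (1.64 ± 0.14) and Atg7 (1.08 ± 0.10). GstD2 (-2.19 ± 0.18) and GstD5 (-0.67 ± 0.18) stood below control. The largest decreases were those of CBP (-3.02 ± 0.16), AGO3 (-2.76 ± 0.26), the cuticle gene TwdlE (-2.71 ± 0.25) and the pigmentation genes ebony (e, -2.69 ± 0.19) and yellow (y, -2.33 ± 0.18). In all, 429 genes were higher and 80 lower at least 2-fold, and 2039 were higher and 1492 lower at the adjusted p alone.

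Cytochrome P450 genes had 34 higher and 2 lower of 80 at 72 h (34 and 3 adjusted over the list alone, adjusted p = 7.82e-06), and their median of 0.14 became -0.03 after centring. Cyp305a1 rose by 2.78 ± 0.14. The integrated stress response had 14 higher and 1 lower of 20, also adjusted over the list alone (median 0.47, adjusted p = 2.83e-05), including Gs2 (1.90 ± 0.11), the pseudokinase tribbles (trbl, 1.23 ± 0.10) and Gs1 (1.01 ± 0.13). Heat-shock genes had 4 higher and 1 lower of 7, also adjusted over the list alone (adjusted p = 0.00102). These 3 lists held with an estimated correlation. The p53 and DNA-damage list had 11 higher and 2 lower of 24, also adjusted over the list alone, and a median of 0.10 that became -0.06 after centring (adjusted p = 0.025, and 0.296 with an estimated correlation). UDP-glycosyltransferases had 12 higher and 2 lower of 35, also adjusted over the list alone, and a median of 0.01 that became -0.15 after centring (adjusted p = 0.00439, and 0.0519 with an estimated correlation). Glutathione synthesis and thiol antioxidants had 7 higher and 0 lower of 19 (8 and 0 adjusted over the list alone, adjusted p = 0.102 with an estimated correlation), and autophagy and lysosome 12 higher and 3 lower of 28, also adjusted over the list alone (adjusted p = 0.18 with an estimated correlation). Fatty-acid oxidation and lipid storage had 10 higher and 3 lower of 21 (11 and 3 adjusted over the list alone, adjusted p = 0.124 with an estimated correlation), including the carnitine palmitoyltransferase whd (1.43 ± 0.12), and the study's own list 13 higher and 4 lower of 31 (15 and 6 adjusted over the list alone, adjusted p = 0.255 with an estimated correlation), which again is not independent evidence.

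Glutathione S-transferases were not called at 72 h (12 higher and 5 lower of 36, 15 and 5 adjusted over the list alone, adjusted p = 0.0689), and their median of 0.11 became -0.06 after centring. The adjusted p was 0.0388 with the mean of all probe sets. Replication genes were not called either (5 lower and 3 higher of 43, also adjusted over the list alone, median -0.19, adjusted p = 0.232), but were after a further quantile normalization (median -0.34, adjusted p = 0.00465). Mitosis genes (6 lower and 1 higher of 28, also adjusted over the list alone) had a median of 0.02, which became -0.15 after centring, and a mean of -0.04 and were not called.

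Markers of hemocytes, the type the line resembles, went both ways at 72 h. The hemocyte genes Sr-CI (-1.74 ± 0.16) and NimC1 (-1.31 ± 0.15) fell and peroxidasin (Pxn, 1.42 ± 0.18) rose, and 7 of 19 hemocyte markers were lower and 2 higher, also adjusted over the list alone (adjusted p of the list 0.0956). Of 9 neuronal markers 4 rose and 0 fell, also adjusted over the list alone, and the list's median of 0.11 became -0.06 after centring (adjusted p = 0.0214, and 0.0519 with an estimated correlation). Among them were elav (1.82 ± 0.14) and nrv3 (2.11 ± 0.18). Muscle markers (1 higher and 2 lower of 9, also adjusted over the list alone), germline markers (1 and 1 of 10, also adjusted over the list alone) and markers of fat body and gut (1 and 2 of 10, 1 and 3 adjusted over the list alone) were not called. Antimicrobial peptides and immune effectors (3 higher and 2 lower of 16) and the ecdysone response (5 and 2 of 17) had the same counts adjusted over the list alone and were not called at 72 h, and the ecdysone median of 0.00 became -0.16 after centring. The reference gene betaTub56D fell by 0.88 ± 0.07 while the 4 other reference genes did not pass.

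The mean difference between 3' and 5' control probe sets was 0.13 larger in MMS than in control arrays at 72 h (two-sided exact permutation p = 0.0286, the smallest possible, and 0.0915 adjusted). Of 509 called genes 506 were separated without overlap, against 28.22% of all genes and 2.86% by chance. Centring each array moved every change at 72 h by -0.16, and the median of all genes from -0.05 to -0.21. List medians after centring are to be read against that value. The share of higher genes, 84.28% as deposited, then came from 298 higher and 149 lower genes. A further quantile normalization gave 141 lower genes. With the mean of all probe sets the change was 0.97 in place of 1.89 for Sod3, 0.62 in place of 1.42 for Pxn and 0.66 in place of 1.43 for whd.

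Pooled over 8, 24 and 72 h, 598 genes were higher and 270 lower at 1 time or more, and 11 were higher at 1 time and lower at another, so 857 genes changed. At all 3 times 40 genes were higher and 3 lower. The higher genes of 8 and 24 h shared 86 members (2.9 by chance for independent lists), those of 24 and 72 h 147 (10.28 by chance) and those of 8 and 72 h 46 (4.33 by chance). The lower genes of 24 and 72 h shared 27 (1.32 by chance). These comparisons used separate control arrays.

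The time course of the response was tested as a difference of MMS effects. Between 8 and 24 h the effect moved up for 131 genes and down for 76, where down includes decreases that deepened, with Ugt302K1 (2.62 ± 0.18), CG42240 (2.54 ± 0.27) and the odorant-binding gene Obp44a (2.44 ± 0.24) at the top and Dbp80 (-2.07 ± 0.27) and CG14253 (-2.04 ± 0.17) at the bottom. The effect on glycolysis rose (median difference 0.40, adjusted p = 0.00461 with an estimated correlation), and that on replication genes fell by a median of 0.44 (adjusted p = 1.86e-08, and 0.152 with an estimated correlation). The 8 h arrays with high 18S signal enter this comparison, and the count of genes moving down was 34 without control 8 h replicate 1, 120 without control 8 h replicate 3, 39 without MMS 8 h replicate 4, 50 and 49 without control 24 h replicates 1 and 2, and 45 and 46 without MMS 24 h replicates 3 and 4. With a test against a fold of 1.2 it was 30.

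Between 24 and 72 h the effect moved up for 331 genes and down for 110. The downward changes were led by GstD5 (-6.55 ± 0.26, adjusted p = 5.3e-19), GstD2 (-5.73 ± 0.26) and CG42240 (-4.88 ± 0.27), followed by yellow (y, -4.65 ± 0.25) and TwdlE (-4.38 ± 0.35), and the upward ones by arginase (arg, 3.33 ± 0.19) and Fmo-1 (3.12 ± 0.17). The effect on the heat-shock list fell (median difference -0.77, adjusted p = 0.018 with an estimated correlation). The effect on the glutathione S-transferases fell by a median of 0.32 (14 lower, 2 higher, adjusted p = 0.136 with an estimated correlation). The effects on mitosis (median difference 0.72, 19 members higher, adjusted p = 0.0344 with an estimated correlation) and replication genes (0.84, 29 members higher, adjusted p = 0.0501 with an estimated correlation) moved up. In that interval replication genes fell in control cultures by a median of 0.81, with 35 of 43 lower (adjusted p = 1.14e-14, and 0.0712 with an estimated correlation), while in MMS-treated cultures the median change was 0.03. Centring moved the difference of effects by -0.11 and gave 257 genes up and 163 down. It moved control against 0 h by -0.05 at 24 h and -0.13 at 72 h, so changes within MMS-treated cultures moved down by more than 0.11. The replication median of 0.03 in those cultures thereby turned negative.

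Control cultures changed with time as well. At 1 h only dnr1 (1.38 ± 0.21), olf186-M (1.31 ± 0.11) and Prx6c (1.07 ± 0.17) were higher than at 0 h and 0 genes lower, and the count was 1 when the fit held only these groups and 5 without control 0 h replicate 1 or without replicate 4. Leaving out control 0 h replicate 2 or 3 or control 1 h replicate 2 took Prx6c under 2-fold (0.95, 0.96 and 0.96). At 8 h 470 genes were higher and 236 lower than at 0 h, led by the peroxiredoxin Prx6c (6.76 ± 0.17), CG11825 (6.25 ± 0.24) and CG4793 (-6.73 ± 0.14). The 8 h control arrays carried the high 18S signal, with a mean of 11.05 against 4.84 at 0 h. After centring, which moved this comparison by -0.12, 376 were higher and 307 lower. At 24 h 73 were higher and 33 lower, including Prx6c (3.95 ± 0.17), CBP (2.92 ± 0.16) and mdy (-1.24 ± 0.13). The count of lower genes was 20 without control 0 h replicate 1, 50 without control 0 h replicate 2 and 51 after centring, when 62 were higher.

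At 72 h control cultures had 580 genes higher and 665 lower than at 0 h. GstD5 rose by 7.32 ± 0.18 (adjusted p = 3.1e-25), CG42240 by 5.30 ± 0.19, y by 5.16 ± 0.18, Cyp4p1 by 5.10 ± 0.18 and GstD2 by 5.05 ± 0.18. The mitochondrial ribosomal genes mRpL36 (-2.82 ± 0.35) and mRpS14 (-2.77 ± 0.35) were among the largest decreases. Of 13 glycolysis genes 12 rose and 0 fell (median 1.06, adjusted p = 0.000247 with an estimated correlation). Of 43 replication genes 40 fell and 0 rose (median -1.23, adjusted p = 0.0469 with an estimated correlation). Of 29 proteasome genes 27 fell and 0 rose (median -0.67, adjusted p = 0.0704 with an estimated correlation). Centring moved this comparison by -0.13 and gave 467 higher and 868 lower.

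**Figure D3:**
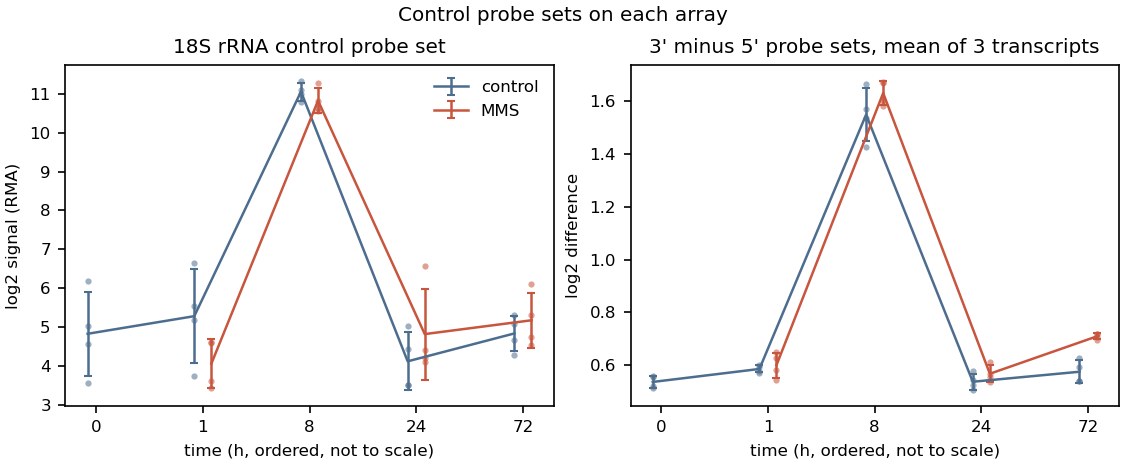
Control probe sets on each array, with the log2 signal of the 18S ribosomal RNA probe set (left) and the log2 difference between 3' and 5' probe sets averaged over 3 transcripts (right), against time in h, ordered but not to scale. Points are the 4 arrays of a group, lines join group means and bars are ± SD, and the 8 arrays of 8 h lie above all 28 others in both panels.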

Values the study reported

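For the fly arrays the study reported 1011 significant expression changes with MMS over 8, 24 and 72 h, of which 703 were increases and 308 decreases. It reported that the array detected 12363 FlyBase genes.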

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

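The tests of whether control cultures rose or MMS-treated cultures fell between 24 and 72 h, with their repeat on held-out arrays, were chosen only after the result was seen. The tests of probe-set disagreement, of a signal ceiling and of other splits of the arrays were chosen before their own values were seen. The probe-set and ceiling tests address patterns that were themselves noticed in these data.

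Among 270 groups of 4 arrays examined for an array far from the other 3, over array measures and list means, 11 had one, where chance gives 13.5. The 18S signal of MMS 24 h replicate 4 was 6.57. List means that stood apart were those of UDP-glycosyltransferases in control 0 h replicate 1 (5.22) and control 72 h replicate 1 (5.67), heat-shock genes in control 72 h replicate 4 (8.15), DNA repair in control 72 h replicate 1 (7.90), DNA replication in control 1 h replicate 3 (10.04), autophagy in MMS 1 h replicate 3 (8.97), glycolysis in control 0 h replicate 1 (9.93), fatty-acid oxidation in control 1 h replicate 3 (9.79), germline markers in MMS 1 h replicate 3 (5.71) and reference genes in MMS 8 h replicate 1 (12.71). Over the named genes 138 of 2790 groups had such an array, where chance gives 139.5.

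The MMS effect differed between times by the interaction test. Between 8 and 24 h it moved up for 131 genes and down for 76, and the list medians differed by 0.10 for UDP-glycosyltransferases, 0.40 for glycolysis and 0.43 for the genes of the study's text. Between 24 and 72 h it moved up for 331 genes and down for 110, and the medians differed by -0.77 for heat-shock genes, 0.72 for mitosis and -0.71 for the genes of the study's text. Outside the tested genes, 171 of 5123 probe sets without a single gene name changed at 8, 24 or 72 h (at 8 h 48 higher and 1 lower, at 24 h 60 and 21, at 72 h 77 and 23), and 0 did at 1 h.

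The 8 arrays of 8 h stood apart, with a mean 18S signal of 10.93. In 302 genes with a pair of probe sets, the median disagreement of the pair in control cultures against 0 h was 0.56 at 8 h, 0.20 at 24 h and 0.27 at 72 h. The excess of 8 h over 72 h was 0.29 (95% bootstrap interval over genes, not arrays, 0.19 to 0.39). This argues against time in culture alone, and is consistent with a difference in RNA handling or labelling of these arrays. Whether part of the 8 h change in control cultures is biological stays open, since all arrays of that time share it.

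Of 287 genes higher with MMS at 24 h, 139 had an MMS effect that moved down by 72 h. Their control cultures rose between 24 and 72 h by a median of 1.05 (95% bootstrap interval over genes 0.93 to 1.35). Their MMS-treated cultures changed by -0.066 (-0.27 to 0.07). The intervals resample genes and not arrays, so they do not measure the spread between the arrays of a group. With genes chosen on 2 arrays of each group and measured on the other 2, over 6 choices, the medians were 0.94 to 1.72 and -0.21 to 0.20. Only 1.44% of the 139 lay in the top 1% of control levels at 72 h, which argues against a ceiling at the top of the control values. The levels in MMS-treated arrays and a ceiling of single probe sets were not examined. By these medians the control rise was the larger part of the drop, which equals the control rise minus the MMS change. In 66 genes control rose and MMS fell. The glutathione S-transferase list as a whole went the other way between 24 and 72 h. In MMS-treated cultures 23 of its 36 members were lower and 4 higher (median -0.51, camera adjusted p = 2.42e-05, and 0.357 with an estimated correlation). In control cultures 13 were higher and 10 lower (median -0.09). Over the 139 genes, whether a fall in MMS-treated cultures adds to the control rise cannot be told apart. As deposited the interval of the MMS change includes 0. Centring moved control against 0 h by -0.05 at 24 h and -0.13 at 72 h, and the effect at 72 against 24 h by -0.11. Together these shifts put the whole interval of the MMS change below 0, so its reading depends on the scaling.

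Other splits of the same arrays were compared with the real one. The real split gave the most genes at 8 h (1 of 35 splits as large, 158 genes against at most 52 in any other split). So it did at 24 h (1 of 35, 485 against 1) and 72 h (1 of 35, 509 against 100). For control this held at 8 h (1 of 35, 706 against 177), 24 h (1 of 35, 106 against 47) and 72 h (1 of 35, 1245 against 472). The pooled count was the largest of its draws (1 of 100, 857 against 810). These draws split each time separately, so a draw can keep or wholly exchange the arms at some times and carry the MMS effect there. Other splits at 8, 24 and 72 h alone gave at most 52, 1 and 100 genes, so 810 does not measure what chance gives. A share of 1 of 35 is the smallest these splits allow and was not adjusted over comparisons. It makes chance unlikely for a comparison without excluding it. For control at 1 h (1 of 35, 3 against 0) any count above 0 would have given that share. Fitting only those groups left 1 gene. At 24 h, where arrays of the same number went together, the 7 other splits that part the arrays of all 4 numbers gave 0 genes. At 1 h all 35 of 35 splits gave at least the real 0 genes, and 1 split, which set MMS replicate 3 beside control replicates 1, 3 and 4, gave 15, behind which a structure other than treatment may lie, which was not tested. For the change of effect between 8 and 24 h 5 of 100 draws were as large (207 against 1184), and between 24 and 72 h 2 of 100 (441 against 479). A draw that exchanges the arms at 1 time turns the difference of effects into a sum, so these draws do not decide whether chance can be excluded for either change of effect. Chance cannot be excluded for the number of lists called with the preset correlation, adjusted within a time, at 1 h (17 of 35, 3 lists against 10), 8 h (4 of 35, 13 against 13), 24 h (3 of 35, 14 against 14) and 72 h (3 of 35, 10 against 10). At 24 h the 7 other splits that part the arrays of all 4 numbers called up to 14 lists as well.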

How the results depend on the processing

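The fit without the 8 h arrays and the pooled count without 8 h were chosen only after the data were seen, and neither moved a count by over 1.5 times (without the 8 h arrays 485 genes at 24 h, 508 at 72 h, 436 for the effect at 72 against 24 h, and 3, 104 and 1240 for control at 1, 24 and 72 h). Each group has its own mean in the fit, so leaving out the 8 h arrays could change only the estimate of the spread. The deposited values were not normalized again without them. Whether the 8 h arrays affected the values of the others was therefore not tested. Over 212 named gene comparisons and all alternatives 3845 of 3915 values kept their side of the thresholds, 70 fell under one of them and 0 reversed. The 212 were only those past both thresholds, many named for large changes or small adjusted p, so few could be lost. Among all genes called, centring kept 123 of 158 at 8 h, 453 of 485 at 24 h and 378 of 509 at 72 h. Leaving out control 8 h replicate 1 kept 102 of the 158. Centring each array gave 58 lower genes at 8 h, 149 at 72 h and 51 for control at 24 h, and quantile normalization 141 lower at 72 h. Testing every probe set gave 185 higher at 8 h, 6 higher for control at 1 h, 377 lower for control at 8 h and 119 higher for control at 24 h, since more features were tested. A test against a fold of 1.2 gave 30 genes whose effect moved down between 8 and 24 h, and fitting only the groups compared 1 higher gene for control at 1 h. Lists called, with the preset correlation 4, 13, 14 and 10 at 1, 8, 24 and 72 h, were 0, 5, 8 and 3 with an estimated correlation, 1 at 1 h with fry, and 7 at 1 h and 5 at 72 h without dim genes. The 3' to 5' difference was 0.16 for eIF-4a alone at 8 h (exact permutation p = 0.0286), 0.10 for ACTIN alone at 24 h (p = 0.0286) and 0.15 for ACTIN alone at 72 h (p = 0.0571). GAPDH (0.12) and eIF-4a (0.13) alone each had an exact permutation p of 0.0286 at 72 h, in the same direction as ACTIN. These p-values are not adjusted. Except where a construction is named, the cause was not tested.

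Leaving out 1 array in turn gave, for MMS at 1 h, 0 higher and 0 lower genes throughout, at 8 h 80 to 163 higher and 26 to 52 lower, at 24 h 275 to 296 and 162 to 228, at 72 h 398 to 491 and 77 to 94, and pooled 570 to 654 and 236 to 300. The effect at 24 against 8 h gave 116 to 149 genes moving up and 34 to 120 moving down, and at 72 against 24 h 290 to 406 and 107 to 130. Control against 0 h gave 2 to 5 higher and 0 lower at 1 h, 447 to 546 and 215 to 265 at 8 h, 67 to 108 and 20 to 50 at 24 h, and 513 to 663 and 606 to 728 at 72 h. The replicate block changed no count of genes by over 1.5 times and no call of a named gene. At 24 h, where arrays of the same number went together, it changed no list. Elsewhere the numbers are only names, and the block gained the neuronal markers at 1 h (adjusted p = 0.0493) and lost cytochrome P450 genes (0.0548) and glycolysis (0.0612) at 8 h.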

Other observations

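All 3 tests of the direction of control cultures at 72 h were chosen only after the result was seen.

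Single members of other lists moved with MMS as well. In the immune list PGRP-LF rose at 8 h (0.80 ± 0.14) and fell at 72 h (-1.30 ± 0.14), and pirk rose at 72 h by 1.22 ± 0.14. In the ecdysone list the insulin-binding gene ImpL2 rose at 8 h (1.32 ± 0.19), vri at 24 h (1.56 ± 0.18) and Eip78C at 24 and 72 h (1.19 ± 0.16 and 1.12 ± 0.16), while broad (br) fell at 72 h (-1.27 ± 0.23, and -0.52 with the mean of all probe sets). The autophagy receptor ref(2)P rose at 8, 24 and 72 h (1.36 ± 0.10, 1.42 ± 0.10 and 0.87 ± 0.10), and the lipase bmm fell at 24 h (-1.38 ± 0.17).

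A hypothesis is that ageing control cultures moved part of the way MMS moved cells at 24 h. Across all 11981 genes the change of control from 0 to 72 h correlated with the MMS effect at 24 h at 0.284 (Pearson). With the MMS effect at 8 h it correlated at 0.357, so the likeness is not particular to 24 h. The mean over the 287 genes higher with MMS at 24 h was 1.04 above 0 h in the 72 h control arrays (exact permutation p = 0.0286, the smallest possible). At the adjusted p 67.3% of them were also higher, where independent lists give 16.7%, and 9.06% lower, where they give 19.8%. Over the 198 genes lower with MMS the mean differed by -0.26 (exact permutation p = 0.0571), so the test of the mean leaves that side of the pattern open. At the adjusted p 51.0% of them were also lower, where independent lists give 19.8%. Another 24.7% were higher, where independent lists give 16.7%, so both directions lay above that share. The shares for independent lists are taken over all genes tested, dim ones included. RNA quality stays open as well, since the mean 3' to 5' difference between these control groups, 3.82% of that between 8 h and 0 h, averages GAPDH (-0.08), ACTIN (0.29) and eIF-4a (-0.09), each with an exact permutation p of 0.0286, which moved in opposite directions. The values for the higher genes are consistent with the hypothesis, and nutrient depletion, crowding and other changes of the medium may each be involved and were not measured.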
